# The Ability of Resveratrol to Attenuate Ovalbumin-Mediated Allergic Asthma Is Associated With Changes in Microbiota Involving the Gut-Lung Axis, Enhanced Barrier Function and Decreased Inflammation in the Lungs

**DOI:** 10.3389/fimmu.2022.805770

**Published:** 2022-02-21

**Authors:** Esraah Alharris, Amira Mohammed, Hasan Alghetaa, Juhua Zhou, Mitzi Nagarkatti, Prakash Nagarkatti

**Keywords:** resveratrol, asthma, ovalbumin, lung microbiome, gut microbiome

## Abstract

Asthma is a chronic respiratory disease highly prevalent worldwide. Recent studies have suggested a role for microbiome-associated gut–lung axis in asthma development. In the current study, we investigated if Resveratrol (RES), a plant-based polyphenol, can attenuate ovalbumin (OVA)-induced murine allergic asthma, and if so, the role of microbiome in the gut–lung axis in this process. We found that RES attenuated allergic asthma with significant improvements in pulmonary functions in OVA-exposed mice when tested using plethysmography for frequency (F), mean volume (MV), specific airway resistance (sRaw), and delay time(dT). RES treatment also suppressed inflammatory cytokines in the lungs. RES modulated lung microbiota and caused an abundance of A*kkermansia muciniphila* accompanied by a reduction of LPS biosynthesis in OVA-treated mice. Furthermore, RES also altered gut microbiota and induced enrichment of *Bacteroides acidifaciens* significantly in the colon accompanied by an increase in butyric acid concentration in the colonic contents from OVA-treated mice. Additionally, RES caused significant increases in tight junction proteins and decreased mucin (Muc5ac) in the pulmonary epithelium of OVA-treated mice. Our results demonstrated that RES may attenuate asthma by inducing beneficial microbiota in the gut-lung axis and through the promotion of normal barrier functions of the lung.

## Introduction

Asthma is an incurable disease (1). It is one of the most common chronic respiratory diseases seen globally. Currently, it affects over 300 million people globally and its incidence continues to grow (2). It is also estimated that the global medical costs of treating asthma is as high as $100 billion per year (3). Asthma is now considered to be a heterogeneous disease with multiple immunological pathways involved. However, the well-characterized pathway includes the activation of excessive T-helper type 2 (Th2) cells along the bronchial airways and massive production of pro-inflammatory Th2 cytokines such as IL-4, IL-5 and IL-13 (4). The release of Th2 cytokines during an asthma attack initiates a cascade of inflammatory responses along the barrier sites of the pulmonary system (4, 5).

Lungs are lined by epithelial cells that come in contact with environmental factors and immune cells. Thus, epithelium along with the immune cells plays the critical barrier function against external antigens. Together with the cellular immune system, the epithelium performs a pivotal role as the first line physical barrier against external antigens (6). Paracellular space is sealed by the tight junction proteins and therefore any dysfunction in the tight junction increases paracellular permeability, and immune cell activation and contributes to the pathogenesis of chronic lung inflammation (6). Epithelial cell disturbance involving tight junction can also activate Th2 cells and promote allergic asthma (6). Excessive inflammation at the bronchial epithelium can cause additional disruption of tight junction molecules, further compromising its barrier integrity. Such structural changes are referred to as airway remodeling and in asthma, it can lead to subepithelial fibrosis, increased smooth muscle mass, gland enlargement, mucus hypersecretion, neovascularization, and epithelial alterations (7).

Resveratrol (RES), a plant-derived bioactive polyphenol, widely studied and commercially available as a dietary supplement, has been proven effective in the attenuation of inflammatory responses in a variety of disorders due to its anti-inflammatory, anti-oxidative, and anti-microbial properties (8–10). RES acts through a variety of immunomodulatory pathways to suppress inflammation (11), including the induction of Tregs to suppress the effector functions of pro-inflammatory lymphocytes (12, 13). RES also possessed the ability to affect lung function directly by modulating microbial composition through its antimicrobial activity, leading to the alteration in the profile of circulating metabolites produced by commensal organisms (14–16).

Lung and gut microbiota play a critical role in the maintenance of healthy immune response. Thus, dysbiosis and subsequent dysregulation of microbiota have been linked to numerous clinical disorders, including asthma (17, 18). The concept of the gut-lung connection arose when it was noted that different types of diseases of the lung can be influenced by intestinal microbiota (18). Similarly, intestinal complications have also been noted during respiratory disease (18). The existence of such gut-lung axis has raised the possibility that agents that attenuate allergic asthma may do so through regulation of microbiota in the gut-lung axis, a concept that needs further evalution. 

Previous studies from our laboratory demonstrated that RES attenuates a variety of inflammatory disorders by inducing beneficial microbiota that promotes anti-inflammatory Tregs while suppressing pro-inflammatory Th1/Th17 cells (19–21). Additionally, we and others have shown that RES can attenuate allergic asthma-induced inflammation and remodeling (22–26). However, whether the ability of RES to attenuate allergic asthma is also related to potential alterations that RES can induce in the microbiota in the gut-lung axis has not been previously investigated. In the current study, therefore, we evaluated the effect of RES in the regulation of pulmonary and gut microbiota and investigated if such alterations induced beneficial bacteria that would help suppress inflammation and remodeling in Ovalbumin (OVA)-induced allergic asthma.

Many experimental animal models have been established to mimic human respiratory asthma. One of the most widely used mouse models for human asthma is the use of OVA in BALB/c mice (27). OVA challenged BALB/c mice shows robust airway hyper-responsiveness, goblet cell hyperplasia, epithelial cell hypertrophy and a strong Th2 response with the induction of IL-4 and IL-13 (28). Using this model, in the current study, we investigated if RES attenuates OVA-induced asthma, and if this is associated with significant alterations in the microbiota found in the lungs and the gut.

## Materials and Methods

### Animal Treatment

Female BALB/c mice, aged 6-8 weeks were purchased from the Jackson Laboratories (Bar Harbor, ME) and housed in specific pathogen-free conditions at the University of South Carolina School of Medicine Animal Facilities. The mice were maintained under a 12 h light/dark cycle at an ambient temperature of 24 ± 1°C in a specific pathogen-free animal facility and received *ad libitum* access to normal chow diet and water, as described (26). The allergic asthma was induced as described previously (26). Briefly, mice were divided randomly into three groups (Naïve, Ova-veh and Ova-res) and kept in isolated cages. After one week of housing, each mouse received an intraperitoneal (i.p.) injection of 100 µl sterile phosphate-buffered saline (PBS) solution containing 250µg chicken egg ovalbumin (OVA) (Sigma-Aldrich, USA) and 4mg/ml aluminum hydroxide on day 0. On day 7, the sensitized mice were challenged with 50 μg OVA suspended in 50 μl of sterile PBS intranasally under short anesthesia, as described (26). On days 1-14, mice in the treatment group (Ova-res) were administered daily with oral gavage of 200µl carboxymethyl cellulose (CMC) solution containing RES (100mg/kg) while the vehicle group (Ova-veh) received 200µl CMC solution alone. We chose the dose (100 mg/kg body weight) of RES based on our previous studies in which we found this dose to be optimum in attenuating allergic asthma (26). The mice were euthanized on day 15 under anesthesia for collection of serum samples, bronchoalveolar lavage fluids (BALF), lung tissues, and gut content.

### Plethysmography Assessment of Airway Hyperreactivity

Pulmonary function tests (PFT) in response to asthma induction were evaluated using 4-chamber, whole-body plethysmography (Buxco, Troy, NY), as previously described (10, 21, 29, 30). The respiratory flow was measured by a pneumotachograph and transmitted to Buxco FinePointe software for functional analysis to calculate the respiratory rate (frequency), lung volume, lung tissue resistance to flow, peak inspiratory and expiratory flow, and time intervals between breaths. Four mice were randomly selected from each experimental group and acclimated in Buxco chamber for 10 minutes. Baseline (BL) airway functionality levels were collected following the initial acclimation period for 5 minutes. Following baseline measurements, mice were exposed to aerosolized PBS for 30 seconds and then recorded for 3 minutes. Next, the mice were exposed to nebulized 25 mg/ml methacholine (Mch) for 30 seconds to induce bronchoconstriction and then recorded for 3 minutes. From the beginning to the end of the PFT evaluation, different parameters were evaluated and recorded every 2 seconds (30).

### Gut Microbiota Profiling

Previous studies have tested colonic content to study the microbiota and demonstrated that during Ova-induced asthma, significant dysbiosis occurs in the colon (31). Additionally, the short-chain fatty acids (SCFA) that are known to suppress asthma are produced in the large intestine (32). In the current study, we therefore tested the colonic content of mice for microbiota. To that end, colon flush was performed of the excised whole colon using sterile PBS, as described (19, 20). Bacterial genomic DNA was isolated from colon contents using QIAamp DNA Stool Mini Kit (Qiagen, Valencia, CA) and quantified using a Qubit 4 Fluorometer (ThermoFisher, Waltham, MA). Purified DNA was used in the library preparation for 16S ribosomal RNA sequencing using 16S Metagenomic Sequencing Library Preparation Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions, and as detailed elsewhere (20, 33, 34). Briefly, the purified DNA was amplified by PCR using bacterial/archaeal sense 319 F primer and anti-sense 806 R primer to amplify the V3-V4 hypervariable regions of 16S rRNA. After clean-up, the amplified PCR products were then amplified again by PCR using dual indices and sequencing adaptors for 16S rRNA sequencing (35, 36).

### Lung Microbiota Profiling

The lung microbiota profile was conducted as described elsewhere (19, 20, 34). Quick-DNA Fungal/Bacterial Midiprep Kit (Zymo Research Corp, Irvine, CA) was used in the isolation of bacterial genomic DNAs from lungs according to the manufacturer’s instructions. Briefly, 500 mg of lung tissue was added to ZR Bashing/Bead lysis filtration tube with 6 ml of genomic lysis buffer containing β-mercaptoethanol (0.5% v/v). The tubes were placed in a 50ml–tube holder for 1 minute, followed by centrifugation at 3,000 g for 5 minutes. Following centrifugation, the samples were filtered through Zymo-Spin V-E columns in a vacuum manifold with a vacuum pressure of 600 mmHg. After filtering, the columns were transferred to collection tubes for centrifugation at 10,000 g for 1 minute. The columns were washed with 400 µl of genomic DNA-wash buffer and then DNA samples were eluted from the columns with 150 µl DNA Elution Buffer under centrifugation at 10,000 g for 1 minute. DNA samples were stored at -80°C and used in the library preparation for 16S ribosomal RNA sequencing using 16S Metagenomic Sequencing Library Preparation Kit (Illumina, San Diego, CA) according to the manufacturer’s instructions.

### Detection of Lipopolysaccharide (LPS) in BALF

Bronchoalveolar lavage fluid (BALF) samples were collected from mice as described previously (25). Concentrations of LPS in BALF samples from mice were detected using Pierce LAL Chromogenic Endotoxin Quantitation Kit (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s protocol (36).

### Detection of Cytokines and Chemokines in BALF, Serum, and Culture Supernatants

The concentrations of cytokines and chemokines in BALF, serum, and culture supernatants were measured as described earlier (10, 21, 25). To generate culture supernatants, lung-infiltrating mononuclear cells were isolated as described later and cultured in tissue culture medium (DMEM) for 24 hours. The culture supernatants were then tested for cytokines. The cytokines were detected using ELISA kits according to the manufacturer’s protocols. IL-1β, IL-4, IL-6, IL-13, IFN-γ, and TNF-α ELISA kits were purchased from Biolegend (San Diego, CA), whereas IL-10 and TGF-β ELISA kits were purchased from R&D Systems (Minneapolis, MN).

### Immunofluorescence Analysis of Epithelial Mucin

Mucin expression in lung epithelial cells was detected by immunofluorescence assay using anti-mucin 5AC monoclonal antibody (Abcam, Cambridge, MA). Briefly, lung tissues were fixed with 4% paraformaldehyde (MilliporeSigma, St. Louis, MO) overnight and embedded in paraffin. Five-micron sections were obtained and transferred onto the slides. The slides were then dewaxed and rehydrated with gradually decreasing ethanol gradient solutions followed by PBS. The slides were treated with antigen retrieval solution (100 mM Tris, 5% urea, pH=9.5) in a 95°C water bath for 10 min and then with permeabilization buffer (0.1M triton, 0.01M glycine in PBS) for 30 min. After washing with PBS three times, the slides were treated with the blocking solution [5% goat serum and 1% bovine serum albumin (BSA) in PBS] for 30 minutes. After washing, the slides were incubated with a primary anti-mouse mucin 5AC antibody at 4°C overnight. On the next day, the slides were washed with PBS and incubated with the secondary Alexa Flour-488 conjugated goat anti-mouse antibody (Abcam, Cambridge, MA) diluted in PBS with 1% BSA (1:1000) in a 37°C incubator for 2 h. After washing with PBS, the slides were counterstained with DAPI (1:5000) (Thermo Fisher Scientific, Waltham, MA) on a shaker for 20 min. After washing, the slides were mounted with Prolong Diamond Antifade Mountant (Thermo Fisher Scientific, Waltham, MA), examined and photographed under Leica immunofluorescence microscope.

### Real-Time Quantitative PCR (RT-qPCR) of Gene Expression

Pulmonary epithelial cells were isolated as described previously (13). Briefly, euthanized mice were subjected to lung perfusion by three lung lavages with cold sterile PBS using a 20-gauge catheter. A separate catheter was used to inject 1ml of dispase solution at the concentration of 25 U/ml into the lungs for 30 sec and the lungs were washed by three lavages with cold sterile PBS. Next, the lungs were harvested for physical disruption. Each lung lobe was cut into small pieces and transferred into a 50 ml tube containing 25 U/ml dispase on a shaker for 45 minutes. After dispase digestion, the samples were combined with 10 ml of sorting buffer (2% fetal bovine serum (FBS) and 50 U/ml DNase in DMEM) and then incubated at 37°C for 10 min while shaking. After incubation, the samples were filtered through cell strainers with pore sizes of 100µm, 70µm, and 40µm, respectively. After the triple filtrations, the samples were transferred to 15 ml tubes and centrifuged at 550 g for 5 min at 4°C. After centrifugation, the cell pellets were suspended in 10 ml of sorting buffer and incubated at 37°C for 1 h while shaking. After incubation, the samples were spun down at 550 g at 4°C for 8 min and re-suspended in 700µl QIAzol lysis reagent each sample for RNA isolation from lung epithelial cells using RNeasy Mini Kit (Qiagen, Germantown, MD).

Pulmonary infiltrating cells were isolated as described previously (13, 37, 38). Briefly, lung tissues were collected from euthanized mice and infused with cold sterile PBS. Lung tissues were dissociated using a stomacher and then treated with red blood cell (RBC) lysis buffer at a concentration of 250µg/ml for one min. Ten mL of FACS buffer (2% FBS in PBS) was added to neutralize RBC lysis buffer and the samples were then centrifuged at 300 g at 4°C for 10 min. After centrifugation, the cell pellets were suspended in 5 ml of FACS buffer and then slowly added on the top of 5mL Ficoll-Paque (Thermo Fisher Scientific, Waltham, MA). The mixtures were centrifuged at 500 g for 30 min at room temperature. After centrifugation, the interphase representing the infiltrating mononuclear cells was then saved and suspended in 10 ml of FACS buffer. After centrifugation, the cell pellets were re-suspended in 700µl QIAzol lysis reagent for RNA isolation from pulmonary infiltrating cells using RNeasy Mini Kit (Qiagen, Germantown, MD).

cDNA was synthesized from total RNA samples from the pulmonary epithelial cells and infiltrating cells using Bio-Rad miScript Kit according to the manufacturer’s protocol (Bio-Rad Laboratories, Hercules, CA). RT-qPCR was conducted on the generated cDNA samples for detection of gene expression including Cadherin-1, Claudin-18, ZO-1, and Occludin. The expression levels were normalized to GAPDH. The sequences of primers for RT-qPCR are shown in **Supplemental Table 1**.

### Identification and Quantification of SCFAs

SCFAs were detected as described (19). Briefly, colonic contents were suspended in water. After centrifugation, the supernatants were saved and acidified by HCl. 4-methyl valeric acid was used as an internal standard. SCFAs were identified and quantified by the gas chromatograph CP-3800 (Varian) and mass spectrometry (GC-MS) system (39). Varian MS Workstation (version 6.9.2.) software was used to collect and analyze the data. The linear regression equation was used to calculate the concentrations of acetic acid and propionic acid in colon samples.

### MLE-15 Cell Culture and Evaluation of Their Response to LPS-Mediated Injury

MLE-15 murine lung epithelial cell line was purchased from Creative Bioarray (Shirley, NY) and cultured in a mixture of DMEM and Ham’s F12 medium (1:1) containing 10% FBS, 2% ITS (insulin, transferrin, and sodium-selenite, Sigma-Aldrich), 50µM hydro cortisol, 50µM estradiol and 1% penicillin/streptomycin. LPS (Invitrogen, Thermo Fisher Scientific, Waltham, MA) was used at a dose of 20ng/ml to induce epithelial injury and the cultures were incubated at 37°C in the presence of 50 µM of RES or VEH for 48 h. Then, the culture supernatants were collected, filtered with 0.2µm filters to obtain cell-free supernatant, and stored at -80°C for cytokine analysis. Cultured MLE-15 cells were collected by trypsin digestion and suspended in 700µl QIAzol lysis reagent for RNA isolation using RNeasy Mini Kit (Qiagen, Germantown, MD) (40).

### Transepithelial Electrical Resistance (TEER) Measurement of LPS-Injured MLE-15 Cells

MLE-15 cells (5×10^4^ per well) were seeded in 8-well array plates (Applied BioPhysics, New York, NY) and allowed to grow at 37°C with 5% CO2 in an incubator until confluence. When the cells reached confluence, 20ng/ml LPS-containing medium was added having 50µM RES (LPS+res) or VEH (LPS+veh) and resistance values (Ohm.cm^-1^) were recorded using ECISzθ system (Applied BioPhysics, New York, NY) every 5 min up to 48 h. Multi-current frequencies were also recorded by using multi-frequency test mode (MFT). Then the acquired data were analyzed to evaluate the effects of RES on the barrier function of LPS-injured epithelial cells (40).

### Statistical Analysis

In all experiments, we used groups of 5 mice based on power analysis, unless otherwise mentioned in the Figure legends. Also, the number of mice used in each experiment is detailed under the Figure legends. The experiments were repeated at least 3 times with consistent results. Data were presented as mean ± SEM. Differences among more than two groups were assessed using a one-way ANOVA test followed by Tukey *post hoc* test in Graph Prism V8.00 for Windows (San Diego, CA). Student’s t-test was used to compare the differences between two experimental groups. p<0.05 was considered to have a significant difference. Different significant levels were depicted as *p<0.05, **p<0.01, ***p<0.001 and #p<0.0001, in the figure legends.

## Results

### Resveratrol Attenuates Physiological and Histological Asthmatic Features in the Lungs Induced by OVA

We first investigated the effect of resveratrol on lung functions following induction of asthma by OVA. Pulmonary function tests included measurement of F (frequency), MV (mean volume), sRaw (specific airway resistance), and dT (delay time) among naïve, Ova-veh, and Ova-res group as baseline response (green arrow), PBS exposure (red arrow) and following methacholine (Mch) exposure (red arrow) (**Figure 1A**). **Figure 1A** shows a representative experiment and data from multiple experiments are plotted in **Figure 1B** (showing baseline response) and **Figure 1C** (showing after challenge with Mch). The data showed that the various parameters studied were not altered in the 3 groups at the basal level except the MV which was increased in the Ova-res group when compared to Ova-veh group (**Figure 1B**). However, in the Ova-veh group, there was a significant decrease in frequency, and an increase in sRaw and dT, and no significant change in MV when compared to the naïve group (**Figure 1C**). In contrast, the Ova-res group showed reversal of all the impaired lung functions (F, MV, sRaw, and dT) when compared to the Ova-veh group (**Figure 1C**). Additionally, we also studied changes in patterns of specific airway conductance (sGaw), peak of expiratory flow (PEF), time to inhale (Ti), and time to exhale (Te) among naïve, Ova-veh and Ova-res group **(** **Figure S1** **)** as baseline response (green arrow), PBS exposure (red arrow) and 5 mg/ml methacholine (Mch) exposure (red arrow) **(** **Figure S1A** **)**. The data showed that after Mch exposure, the Ova-veh group showed an increase in Te but not in other parameters when compared to the naïve group, however, Ova-res group showed increases in sGaw, PEF, and a decrease in Ti and Te when compared to the Ova-veh group **(** **Figure S1C** **)**. These data together suggested that the lung functions as measured by specific airway conductance, airway resistance, and time to inhale and exhale, significantly improved following treatment of mice exhibiting Ova-induced asthma, with resveratrol.

**Figure 1:**
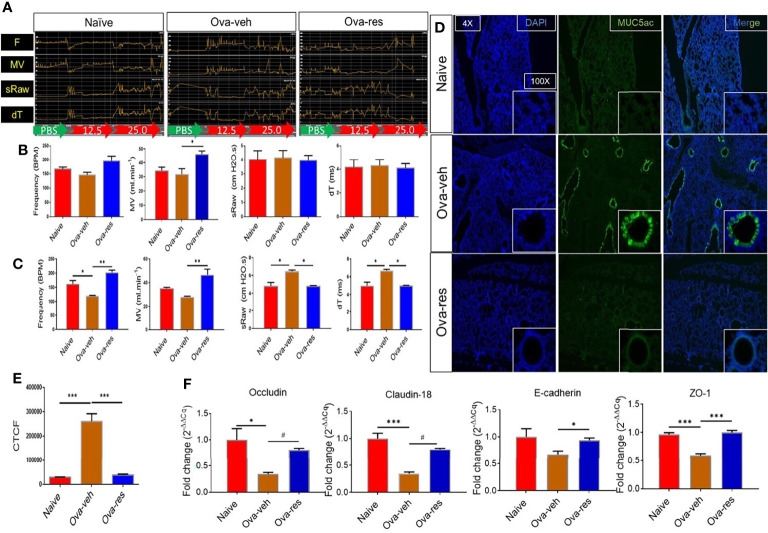
Effect of resveratrol on physiological functions of the lungs in OVA-administered mice. BALB/c mice were initially sensitized by intraperitoneal injection of ovalbumin followed by an intranasal challenge on day 7. These mice received vehicle (Ova-veh) or RES (Ova-res) on days 1-14. On day 15, the mice were chosen randomly and placed in one of 4 chambers of Buxco instrument for pulmonary function analysis or sacrificed for other examination. **(A)** Pulmonary function tests included changing patterns of frequency (F), mean volume (MV), specific airway resistance (sRaw) and delay time (dT) among naïve, Ova-veh and Ova-res group as baseline response (BL, green arrow), PBS exposure response (red arrow), and 25 mg/ml methacholine response (Mch, red arrow). Bar graphs present the statistical comparison of frequency, MV, sRaw and dT among naïve, Ova-veh and Ova-res group at the baseline response **(B)** and after challenge with 25 mg/mL methacholine **(C)**. **(D)** Immunofluorescent staining showing the expression of MUC5ac protein in lung sections of naïve, Ova-veh and Ova-res group mice observed under Leica microscope. Statistical comparison of MUC5ac protein expression among naïve, Ova-veh and Ova-res group **(E)**. RT-qPCR data to measure the expression of tight junction proteins, occludin, claudin-18, E-cadherin and ZO-1 in purified epithelial cells from mice **(F)**. Vertical bars in all panels represent Mean+/-SEM data from groups of 5 mice. *p<0.05, **p<0.01, ***p<0.001, ^#^p<0.0001.

Because Muc5ac plays a key role in allergic inflammation and is necessary for airway hyperreactivity (AHR) to MCh (41), we next tested the effect of RES on MUC5ac expression. Immunofluorescent staining discovered that the production of epithelial MUC5ac protein was significantly increased in the lungs of OVA-veh-challenged mice when compared to the naïve mice (**Figures 1D, E** **)**, while RES was able to significantly decrease MUC5ac expression as measured by corrected total cell fluorescence (CTCF) when compared to Ova-veh group (**Figures 1D, E** **)**. Because asthma can also damage the airway physical barrier function that is regulated by tight junction (TJ) proteins, we investigated the TJ proteins. RT-qPCR analysis revealed that Ova-veh group showed a significant decrease in most of TJ proteins including occludin, claudin, and zonula occludens-1 (ZO-1) when compared to the Naïve group (**Figure 1F**), while Ova-res group showed a significant increase in occludin, claudin, E-cadherin, and ZO-1 when compared to the Ova-veh group (**Figure 1F**). These data suggested that while Ova caused increased mucus production and damage to the barrier function of the lungs, and resveratrol could reverse these effects.

#### The Beneficial Effect of Resveratrol on Lung Microbiota

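Lung tissue was taken on day 15 from naive mice, OVA-challenged mice given vehicle (Ova-veh) and OVA-challenged mice given RES (Ova-res). Its bacterial 16S rRNA genes were amplified and sequenced, and the deposited lung values cover 3 mice of each group. The legend of the paper's lung principal coordinate plot states that some mice were excluded by the setting of Nephele, the platform used. The 3 mice per group may thus not be all that were sampled, and which were left out is not given in the sources used here. RES is a plant polyphenol, and Ova-res mice received 100 mg/kg of it by gavage on days 1 to 14. OVA-challenged mice had been sensitized with 250 µg OVA on day 0 and challenged intranasally with 50 µg on day 7. The authors classified the reads into taxa and deposited, for each mouse, the fraction of its 16S reads assigned to each taxon. These fractions are rounded to 3 decimals, a step of 0.1% of reads, so a taxon listed at 0 held a share under 0.05%. The lung table lists 40 taxa from 8 phyla, which sum to between 96.2 and 97.3% of the reads of a mouse (median 96.5%). It gives no read numbers, so the depth behind each share is unknown. No negative control or extraction blank was analysed here. Here the shares were taken as percent and summed by phylum and order, and group means were compared with a two-sided exact permutation test over all splits of the mice. For 3 mice against 3 the smallest p this exact test can give is 0.1, so no single lung taxon can pass 0.05 between 2 groups by it. All 40 taxa were also tested together with limma on log2(percent + 0.01), with the 3 groups in one fit and Benjamini-Hochberg adjustment, and whole communities were compared by PERMANOVA, a permutation test of the share of between-mouse distance that lies between groups.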

Because lung microbiota plays an important role in establishing immune system homeostasis in the lungs, next, we investigated if OVA caused any alterations in the lung microbiota and if RES had any impact. To that end, we used Nephele, an online platform for the analysis of microbiome data provided by the National Institutes of Health (NIH) to classify reads into operational taxonomic units (OTUs) and further analyze the 16S ribosomal RNA sequences generated from lung tissues (42). Principal coordinator analysis showed distinct clustering of mice among naïve, Ova-veh and Ova-res groups in their microbiota profile **(** **Figure 2A** **)**. 

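Firmicutes and Bacteroidetes, the phyla that hold most of the fermenting anaerobes of the mouse intestine, together made up between 88.9 and 89.9% of the lung reads in each of the 9 mice. Firmicutes stood at 51.4% ± 0.416 (SD, n = 3) in naive, 49.9% ± 1.70 (SD, n = 3) in Ova-veh and 51.2% ± 0.153 (SD, n = 3) in Ova-res mice. Bacteroidetes stood at 38.0% ± 0.764, 39.2% ± 1.80 and 37.9% ± 0.265 in the same order (SD, n = 3 each). The more abundant Clostridiales row with no lower rank averaged 21.8% of reads over all mice and the Bacteroidetes family S24-7 averaged 21.5%. They were followed by Odoribacter, a genus known to make butyrate, at 7.66% and Oscillospira at 7.58%. Over the 40 taxa, the Bray-Curtis distance, which runs from 0 for identical to 1 for wholly different communities, had a median of 0.0371 between mice of one group and of 0.0404 between mice of different groups. The 3 groups accounted for 32.5% of the variation in these distances (pseudo-F 1.44, exact permutation p = 0.125 over 1680 labelings). Ova-res against Ova-veh gave 30.0% (exact permutation p = 0.2), Ova-veh against naive 23.5% (exact permutation p = 0.4) and Ova-res against naive 26.1% (exact permutation p = 0.2). The first principal coordinate held 43.8% and the second 21.8% of the variation. Without Ova-veh replicate 1, the 3 groups accounted for 49.3% and passed the test (exact permutation p = 0.00714). Leaving out any other mouse gave an exact permutation p between 0.0786 and 0.368 for the 3 groups. Also without Ova-veh replicate 1, Ova-res against Ova-veh gave 53.6% and Ova-veh against naive 44.5% (exact permutation p = 0.1 each, the smallest possible).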

Further analysis discovered that RES-treatment led to an increase in the abundance of the bacterial phylum Verrucomicrobia in lungs of OVA-challenged mice **(** **Figure 2B** **)** when compared to the other two groups. Also, the least discriminative analysis (LDA) was used to find out bacterial biomarkers and the cladogram showed that *Akkermansia muciniphila*, a species of Verrucomicrobia phylum, was significantly increased in RES-treated OVA-challenged mice, at least two folds higher than in Ova-veh or naïve group (**Figure 2C**). 

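Verrucomicrobia, a phylum of mucus-degrading bacteria in the mouse gut, held 1.53% ± 0.153 (SD, n = 3) of lung reads in Ova-res mice against 1.23% ± 0.115 (SD, n = 3) in Ova-veh mice, and 1.4% in each of the 3 naive mice. Each Ova-res mouse had a higher share than each Ova-veh mouse, a difference of 0.3 percentage points (exact permutation p = 0.1, the smallest that 3 mice against 3 allow; 0.64 after adjustment over the 8 phyla). Against naive mice the Ova-res mean was 0.133 percentage points higher (exact permutation p = 0.4), and the Ova-veh mean was below naive with no overlap of the mice (exact permutation p = 0.1). The mucus-dwelling Deferribacteres held 2.2% ± 0.2 in naive, 2.83% ± 0.681 in Ova-veh and 2.6% ± 0.361 in Ova-res mice (SD, n = 3 each). Proteobacteria, which bear lipopolysaccharide (LPS), held 2.5% ± 0.2, 2.53% ± 0.231 and 2.3% ± 0.1 in the same order. TM7 held 0.933%, 0.7% and 0.8%, Tenericutes 0.2%, 0.233% and 0.133%, and Actinobacteria no more than 0.1% in any mouse. Apart from Verrucomicrobia, no phylum separated Ova-res from Ova-veh mice, with exact permutation p between 0.3 and 1. The Kruskal-Wallis test, the first step of LEfSe, relies on a large-sample p and gave 0.0463 for Verrucomicrobia where the exact permutation test cannot go below 0.1. The difference between the Ova-res and Ova-veh means is 3 rounding steps of the table.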

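Akkermansia muciniphila, which feeds on mucin, was the single species listed for its phylum in the lungs, so its shares are those of Verrucomicrobia. Its mean share was 1.24 times higher in Ova-res than in Ova-veh mice and 1.10 times higher than in naive mice (n = 3 each). Dehalobacterium stood at 0.333% ± 0.0577 (SD, n = 3) in Ova-res against 0.233% ± 0.0577 (SD, n = 3) in Ova-veh mice (exact permutation p = 0.3). Odoribacter stood at 7.37% ± 0.0577 in Ova-res against 8.20% ± 0.8 in Ova-veh mice (SD, n = 3 each; exact permutation p = 0.3). The order Clostridiales, which holds many butyrate producers, stood at 49.6% ± 0.436 against 48.1% ± 2.10 (SD, n = 3 each; exact permutation p = 0.4). By limma, the log2 change of A. muciniphila was 0.31 (standard error 0.0903, adjusted p = 0.461). Its fold had a 95% interval of 1.07 to 1.44, which is not adjusted for the 40 taxa. The error pools the spread of the 3 groups, and the naive mice, all listed at 1.4%, add none. Larger log2 values by limma had wider errors: an Erysipelotrichaceae row with no lower rank at 0.62 (standard error 0.478) and Dehalobacterium at 0.51 (standard error 0.231). Epulopiscium and Peptostreptococcaceae stood at 0.31 each. Among lower taxa, Anaeroplasma, a wall-less member of Tenericutes, stood at -0.81 (standard error 0.282, adjusted p = 0.504 by limma), Escherichia coli at -0.50, the less abundant Ruminococcaceae row at -0.45, Allobaculum at -0.35 and Lactobacillus at -0.33. When each mouse was left out in turn, A. muciniphila ran from 0.23 to 0.37, Dehalobacterium from 0.37 to 0.70 and Anaeroplasma from -1.12 to -0.62. Each of the others moved by over 1.5 times without at least 1 mouse: the Erysipelotrichaceae row from 0.37 to 1.12, Epulopiscium from 0.16 to 0.62, Peptostreptococcaceae from -0.094 to 0.65, E. coli from -0.65 to -0.19, the Ruminococcaceae row from -0.79 to -0.041, Allobaculum from -0.57 to -0.19 and Lactobacillus from -0.58 to -0.096. Of 40 taxa, limma called 0 at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05, and the Kruskal-Wallis test called 5 of 81 taxa at every rank without adjustment, which were the 5 ranks of A. muciniphila. Bacteria with no lower rank were summed into their taxon there; tested on its own, the more abundant Clostridiales row also passed (large-sample p = 0.0495, exact permutation p = 0.1). Without Ova-res replicate 3, limma called 2, Anaeroplasma and RF32, both lower, and RF32 then had no spread left after rounding. Of the 4 mucus-associated taxa (A. muciniphila, Mucispirillum and the Bacteroides rows), 1 passed limma when adjusted over the list alone, A. muciniphila (adjusted p = 0.0461), and 0 passed over all taxa; the paper names this species from these mice, so the list is not independent evidence. From the cladogram and its qPCR, the paper proposes that RES could alter the lung microbiota and increase beneficial bacteria such as A. muciniphila.

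**Figure D1:**
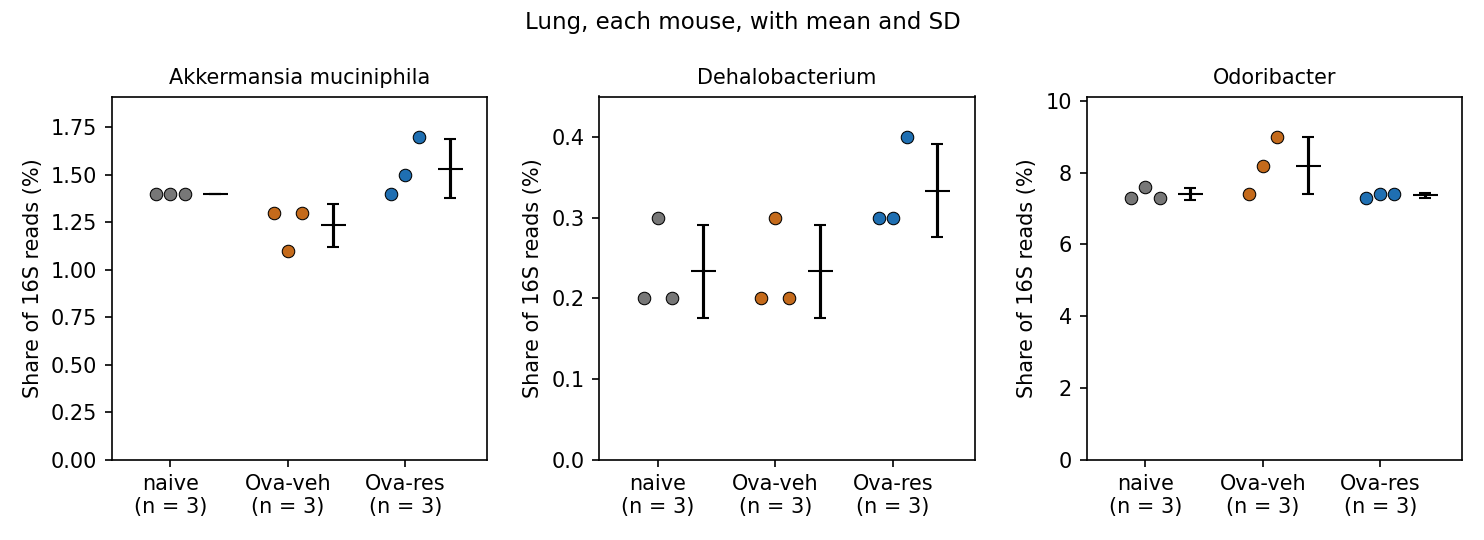
Share of lung 16S reads (percent) of Akkermansia muciniphila, Dehalobacterium and Odoribacter in each of 3 naive, 3 Ova-veh and 3 Ova-res mice; circles are mice, and the bar beside them is the mean with its SD. The Ova-res mice lie between 1.4 and 1.7% for A. muciniphila and the Ova-veh mice between 1.1 and 1.3%.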

Quantitative PCR (qPCR) validation also confirmed the significant increase in the abundance of *A. muciniphila* in lung microbiota from Ova-res group when compared to naïve and Ova-veh groups (**Figure 2D**). These data suggested that RES could alter lung microbiota and increase the beneficial bacteria such as *A. muciniphila*.

**Figure 2:**
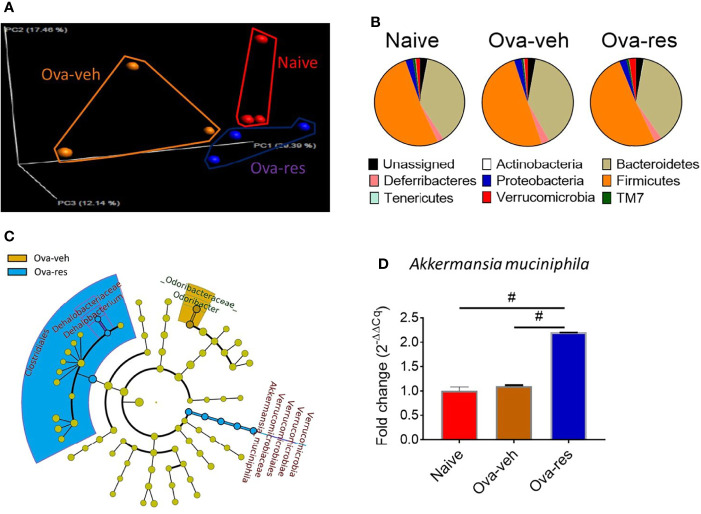
Effect of resveratrol on lung microbiota. OVA and RES treatments were performed as described in **Figure 1** legend. The lung microbiota profile was conducted as described in Methods. **(A)** Principal coordinator analysis showing the specific distribution of lung microbiota in naïve, Ova-veh and Ova-res groups. **(B)** Pie charts showing the percentages of common bacterial phyla in the lung microbiota among naïve, Ova-veh and Ova-res groups. **(C)** cladogram showing the least significant discriminative changes of lung microbiota between Ova-veh and Ova-res group with at least 2-fold changes. **(D)** qPCR showing the abundance of *Akkermansia muciniphila* in mouse lung microbiota among naïve, Ova-veh and Ova-res groups. Vertical bars in panel D represent Mean+/-SEM data from groups of 5 mice. In panel **(A)**, 2 mice out of 5 were excluded by Nephele setting). ^#^p<0.0001.

#### Effect of Resveratrol on Gut Microbiota

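Colon contents were flushed on day 15 from 5 naive, 4 Ova-veh and 4 Ova-res mice, and their 16S rRNA genes were amplified and sequenced in the way described for lung tissue. The deposited colon table gives fractions of reads for 32 taxa from 6 phyla in each of the 13 mice. The listed taxa sum to between 96.9 and 99% of reads (median 98.4%), and the other 1 to 3.1% lie outside them. As in the lung table, read numbers are not given and the depth is unknown. Of the 32 taxa, 16 were listed at 0 in at least 1 mouse, so their log2 changes depend on the value added before taking logs. No Verrucomicrobia or Actinobacteria taxon is listed for the colon. With 4 mice against 4 the smallest p of the exact permutation test is 0.0286, and with 4 against 5 it is 0.00794. On simulated colon tables with known changes between Ova-res and Ova-veh, limma recovered 7.33% of taxa changed 2-fold and 57.3% of those changed 4-fold. In simulated lung tables it recovered 84.7% and 99.3%. The changed taxa were drawn from those with a mean of at least 0.5% of reads, so these values do not cover rarer taxa. Each simulated taxon was drawn on its own, with a spread pooled over the groups. The real colon Ova-veh mice spread more than the other groups, so recovery in the real data may differ. The paper's legends give groups of 5 mice, and which Ova-veh and Ova-res mice were left out of the colon table is not given in the sources used here.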

Next, we tested if RES also caused alterations in the gut microbiota. 16s rRNA sequencing analysis displayed that there was no distinct clustering of groups based on the population of gut microbiota among naïve, Ova-veh and Ova-res groups (**Figure 3A**). However, RES treatment dramatically increased the abundance of the phylum Bacteroidetes but decreased the abundance of the phylum Firmicutes (**Figure 3B**). Furthermore, LefSe platform was used to analyze the LDA of gut microbial communities in Ova-induced mice and it was found that RES administration significantly increased the abundance of the order Bacteroidales and species *Bacteroides acidifaciens* in comparison with Ova-veh group (**Figure 3C**). qPCR confirmed that *B. acidifaciens* was significantly increased in Ova-res group in comparison to naïve and Ova-veh groups (**Figure 3D**). 

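Colon communities differed more from mouse to mouse than those of the lungs, and most among Ova-veh mice. The Bray-Curtis distance over the 32 taxa had a median of 0.362 among the 4 Ova-veh mice, against 0.141 among the 5 naive and 0.130 among the 4 Ova-res mice. The Bacteroidetes family S24-7, whose members break down dietary glycans, ranged from 8 to 40.3% of reads among Ova-veh mice, from 24 to 33.9% in naive and from 29.8 to 40.1% in Ova-res mice. The more abundant Clostridiales row with no lower rank ranged from 14.2 to 41.4% among Ova-veh mice. It ranged from 15.4 to 25.6% in naive and from 12.7 to 18% in Ova-res mice. The 3 groups accounted for 22.5% of the variation in distances (pseudo-F 1.45, exact permutation p = 0.234). Ova-res against Ova-veh gave 22.2% (exact permutation p = 0.314) and Ova-veh against naive 6.42% (exact permutation p = 0.635). Single Ova-veh mice moved these shares. Without Ova-veh replicate 1, the 3 groups accounted for 36.8% (exact permutation p = 0.0603), Ova-res against Ova-veh for 40.2% (exact permutation p = 0.0857) and Ova-veh against naive for 18.4% (exact permutation p = 0.25). Without Ova-veh replicate 3, the 2 pairs stood at 36.0 and 15.9% (exact permutation p = 0.143 and 0.357), and without Ova-veh replicate 4, Ova-res against Ova-veh stood at 12.7% (exact permutation p = 0.6). Ova-res mice were separated from naive mice, with 35.6% of the variation between them (exact permutation p = 0.0159, and 0.0476 after adjustment over the 3 pairs of groups). That separation missed the threshold with Aitchison distances (exact permutation p = 0.0635), with presence or absence of taxa (0.0873), and without any 1 of naive replicates 1, 2 and 4 (0.0571 each) or Ova-res replicate 3 (0.0536). With square-root abundances it passed (exact permutation p = 0.00794, unadjusted).

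**Figure D2:**
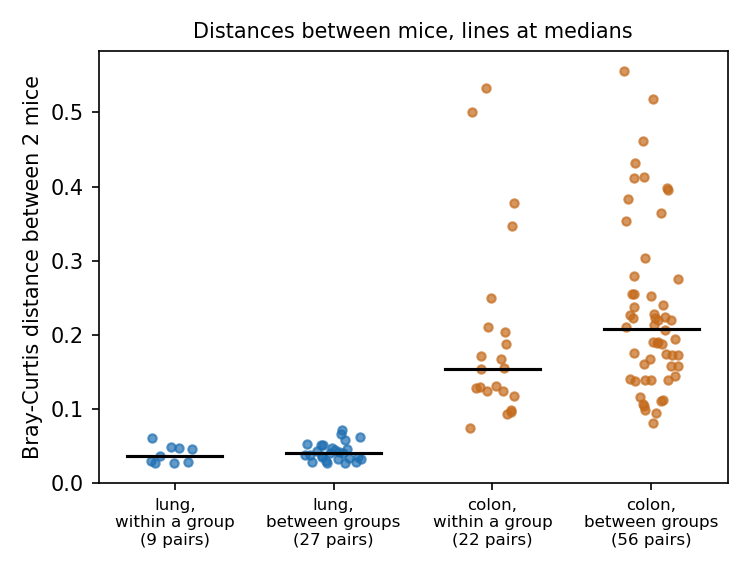
Bray-Curtis distance between the communities of 2 mice, for each pair of mice within a group and between groups, in lung and colon; points are pairs and lines are medians. Lung pairs lie between 0.0265 and 0.0710, and colon pairs between 0.0738 and 0.556.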

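Bacteroidetes, gram-negative anaerobes that break down polysaccharides, held 68.9% ± 4.92 (SD, n = 4) of colon reads in Ova-res mice, 53.5% ± 20.9 (SD, n = 4) in Ova-veh mice and 57.8% ± 4.51 (SD, n = 5) in naive mice. Firmicutes, which hold most of the butyrate producers, held 27.1% ± 3.87 in Ova-res, 42.8% ± 20.5 in Ova-veh and 37.8% ± 4.91 in naive mice (SD, n = 4, 4 and 5). Between Ova-res and Ova-veh mice the mean of Bacteroidetes differed by 15.4 percentage points, 1.29 times, within the spread of the Ova-veh mice (exact permutation p = 0.314, and 0.446 after adjustment over the 6 phyla). The 4 Ova-veh mice had 72.6, 42.1, 69.3 and 29.8% Bacteroidetes, and the Ova-res mice lay between 63.2 and 74%. Firmicutes gave the same exact permutation p of 0.314. Against naive mice, Ova-res mice had 11.1 percentage points more Bacteroidetes (exact permutation p = 0.0238, adjusted 0.0476), and Firmicutes fell by 10.7 percentage points (exact permutation p = 0.0238, adjusted 0.0476). Deferribacteres, represented by the mucus-dwelling Mucispirillum schaedleri, also fell, from 0.46% ± 0.134 (SD, n = 5) in naive to 0.125% ± 0.0957 (SD, n = 4) in Ova-res mice (exact permutation p = 0.0159, adjusted 0.0476), with 0.35% ± 0.311 (SD, n = 4) in Ova-veh mice. The adjusted exact permutation p of all 3 phyla against naive was over 0.05, up to 0.143, without any 1 of Ova-res replicates 1, 2 and 3, and without any 1 naive mouse, where 4 mice against 4 allow 0.0571 for 3 of 6 phyla. Bacteroidetes and Firmicutes together held 94 to 96.9% of reads in each colon mouse, so their opposite changes are largely one shift. They entered the adjustment as 2 tests, and the adjusted 0.0476 of the 3 phyla rests on counting both. With centred log-ratio scaling, the exact permutation p against naive was 0.468 for Bacteroidetes, and the adjusted exact permutation p of Firmicutes was 0.0714. Proteobacteria stood at 0.975% ± 0.0957 in Ova-res, 0.65% ± 0.370 in Ova-veh and 0.64% ± 0.313 in naive mice, TM7 at 1.1%, 0.5% and 1.22%, and Tenericutes at 0.35%, 0.325% and 0.28% in that order, none of them past the test.

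**Figure D3:**
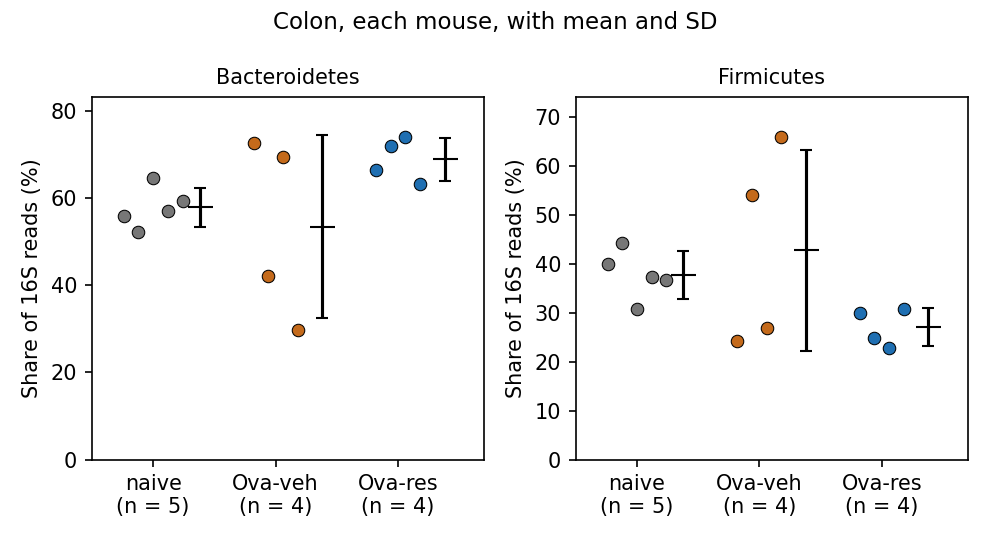
Share of colon 16S reads (percent) of Bacteroidetes and Firmicutes in each of 5 naive, 4 Ova-veh and 4 Ova-res mice; circles are mice, and the bar beside them is the mean with its SD. The Ova-veh mice span 29.8 to 72.6% Bacteroidetes and 24.2 to 66% Firmicutes.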

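Bacteroides acidifaciens, a commensal known to promote IgA in the mouse colon, held 1.95% ± 0.451 (SD, n = 4) of colon reads in Ova-res mice, 0.90% ± 0.622 (SD, n = 4) in Ova-veh mice and 2.20% ± 0.812 (SD, n = 5) in naive mice. The Ova-res mean was 2.17 times the Ova-veh mean, with 1 Ova-res mouse level with the highest Ova-veh mouse (exact permutation p = 0.0571). Ova-veh mice had 0.409 times the naive share (exact permutation p = 0.0476, and 0.667 after adjustment over the 32 taxa; 0.0714 to 0.125 without any 1 mouse other than naive replicate 1), and Ova-res and naive mice were not told apart (exact permutation p = 0.627). The order Bacteroidales holds all Bacteroidetes taxa of the colon table, so its shares are those of the phylum. Within it, Bacteroidales bacteria with no lower rank held 4.9% ± 0.469 in Ova-res, 2.05% ± 0.933 in Ova-veh and 3.18% ± 1.13 in naive mice (SD, n = 4, 4 and 5), with each Ova-res mouse above each Ova-veh mouse (exact permutation p = 0.0286, and 0.762 adjusted over the 32 taxa; 0.0571 without any 1 of Ova-res replicates 1, 2 and 3). By limma, B. acidifaciens had a log2 change of 1.45 (standard error 0.617, adjusted p = 0.384) and this Bacteroidales row 1.36 (standard error 0.469, adjusted p = 0.287). Sutterella, listed at 0 in 2 of 4 Ova-veh mice, stood at 3.02 (standard error 1.11, adjusted p = 0.287 by limma), Erysipelotrichaceae, also listed at 0 in 2 of them, at 2.67 and Desulfovibrio C21 c20 at 1.24. These log2 changes rest on the value added to a share of 0: the ratios of the mean shares were 2.71 for Sutterella (0.475 against 0.175%, exact permutation p = 0.143), 2.57 for Erysipelotrichaceae (exact permutation p = 0.171) and 1.75 for Desulfovibrio C21 c20 (exact permutation p = 0.486; n = 4 each). On the lower side stood Coprococcus, a butyrate producer, at -1.61 (standard error 0.820, adjusted p = 0.456 by limma), the less abundant Clostridiales row at -1.11, M. schaedleri at -0.99, Odoribacter at -0.91 and the more abundant Lachnospiraceae row at -0.85. When single mice were left out, B. acidifaciens fell to 0.86 (without Ova-veh replicate 2), Desulfovibrio C21 c20 to 0.30 (without Ova-veh replicate 4), Coprococcus moved to -0.67 and Odoribacter to -0.54 (both without Ova-res replicate 3), the Clostridiales row to -0.48 (without Ova-veh replicate 2), and M. schaedleri ran from -2.34 (without Ova-veh replicate 1) to 0.028 (without Ova-res replicate 2). Of 32 taxa, limma called 0 at an adjusted p under 0.05 and 3 at an unadjusted p under 0.05, and the Kruskal-Wallis test without adjustment called 1 of 61 taxa at every rank, B. acidifaciens (large-sample p = 0.0294 beside the exact permutation p). Bacteria with no lower rank were summed into their taxon there; tested on its own, the Bacteroidales row also passed (large-sample p = 0.0202, exact permutation p = 0.0286). Without Ova-veh replicate 3, B. acidifaciens passed the exact permutation test (p = 0.0286), and without Ova-veh replicate 1, limma called Sutterella (adjusted p = 0.0351). From its sequencing, qPCR and butyric acid results in colon contents, the paper proposes that RES could also change the gut microbiota of asthmatic mice.

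**Figure D4:**
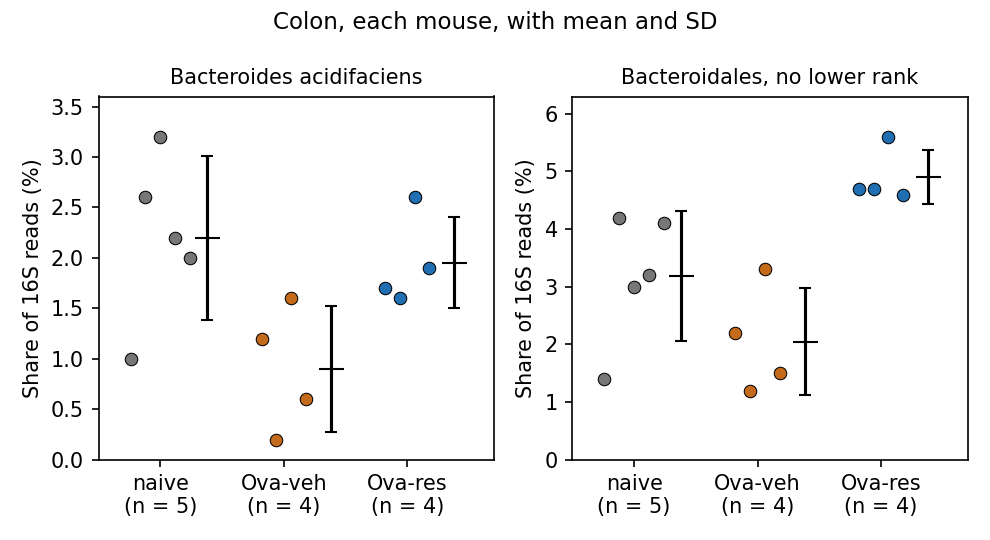
Share of colon 16S reads (percent) of Bacteroides acidifaciens and of Bacteroidales with no lower rank in each of 5 naive, 4 Ova-veh and 4 Ova-res mice; circles are mice, and the bar beside them is the mean with its SD. For B. acidifaciens, Ova-veh mice lie between 0.2 and 1.6% and Ova-res mice between 1.6 and 2.6%.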

RES treatment significantly increased the concentrations of SCFA, butyric acid, in the colonic contents of OVA-injected mice (**Figure 3E**). However, RES did not significantly affect the production of propionic acid and acetic acid in mice **(** **Figure 3F** **)**. The results indicated that RES could also induce significant changes in the gut microbiota in asthmatic mice.

**Figure 3:**
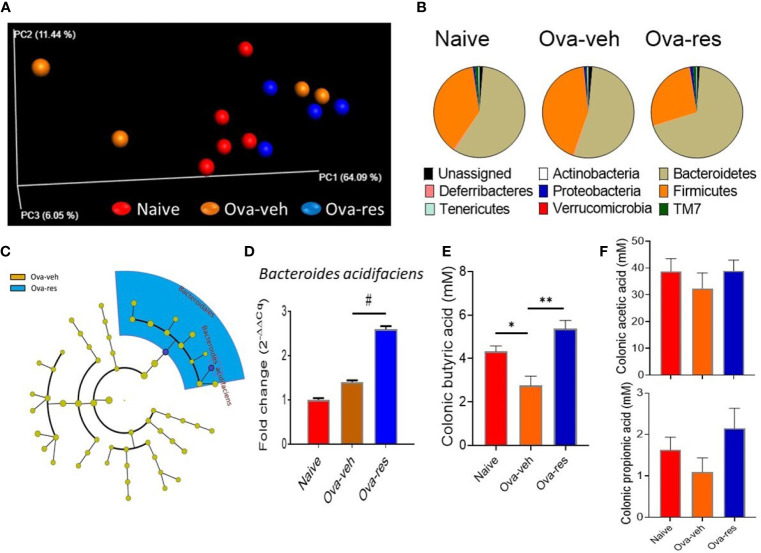
Effect of resveratrol on gut microbiota. The gut microbiota profile was conducted as described in Methods. **(A)** Principal coordinator analysis shows the specific distribution of gut microbiota in the mice belonging to the naïve, Ova-veh and Ova-res groups. **(B)** Pie charts showing the percentages of common bacterial phyla in the gut microbiota among naïve, Ova-veh and Ova-res groups. **(C)** Cladogram showing the least significant discriminative changes of gut microbiota between Ova-veh and Ova-res group with at least 2-fold changes. **(D)** qPCR was used to detect the abundance of *Bacteroides acidifaciens* in mouse gut microbiota among naïve, Ova-veh and Ova-res groups. Mass spectrometry–gas chromatography analysis showing the differences of butyric acid **(E)**, and acetic acid, and propionic acids **(F)** concentrations in mouse colonic materials among naïve, Ova-veh and Ova-res groups. Vertical bars represent Mean+/-SEM data from groups of 5 mice. *p<0.05, **p<0.01, ^#^p<0.0001.

#### Effect of Resveratrol on LPS Metabolism

Because our data showed RES could modulate lung microbiota in OVA-induced asthmatic mice (**Figure 2**) and LPS is one of the main components of gram-negative bacterial cell walls that drives inflammation, we investigated the effect of RES on LPS metabolism in mice. To that end, we investigated the functional profile of dysregulated lung microbiota in OVA-induced mice using a bioinformatics software package, Phylogenetic Investigation of Communities by Reconstruction of Unobserved States (PICRUST). Noticeably, we found that the microbial communities in the lungs of mice in Ova-veh group were highly involved in the biosynthesis of LPS, bacterial invasion of epithelial cells, bacterial secretion system, and *staphylococcus aureus* infection when compared to the lung microbiota of Ova-res group mice (**Figure 4A**). Interestingly, the LPS concentrations in mouse BALF were found to be significantly decreased in Ova-res group when compared to the Ova-veh group (**Figure 4B**). These results suggested that RES treatment may attenuate the levels of LPS production in OVA-induced asthmatic mice.

**Figure 4:**
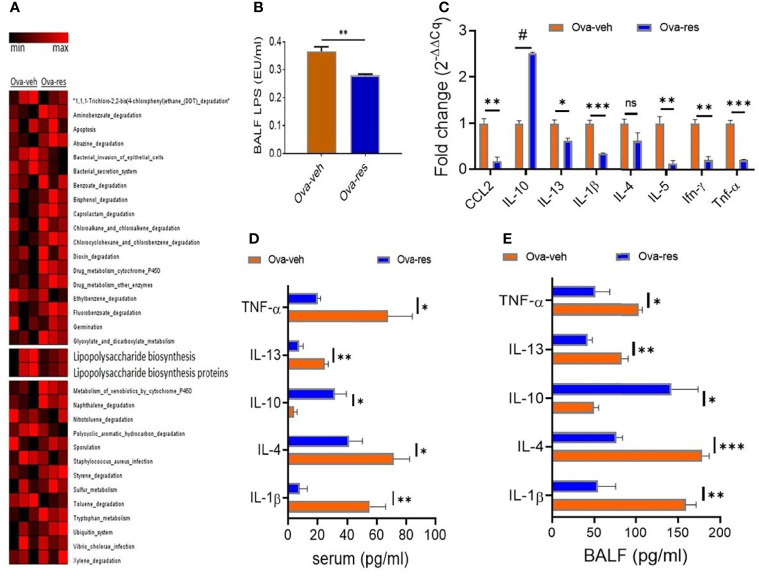
Effect of resveratrol on LPS metabolism and cytokine production. OVA and RES treatments were performed as described in **Figure 1** legend. **(A)** Heat map showing the predicted metagenomic functions of lung microbiota between Ova-veh and Ova-res group. The predicted biological functions were normalized to the mean OTUs of naïve group. **(B)** LPS concentrations in bronchoalveolar lavage fluid (BALF) were measured in Ova-veh and Ova-res groups. **(C)** RT-qPCR assay to measure gene expression of inflammatory and anti-inflammatory cytokines in the isolated mononuclear cells from mouse lungs of Ova-veh and Ova-res groups. ELISA measurements of different cytokine levels in the serum **(D)** and BALF **(E)** of OVA-exposed mice treated either with VEH or RES. Vertical bars in all panels represent Mean+/-SEM data from groups of 5 mice. In panel **(A)**, 1 mouse out of 5 in Ova-veh and Ova-res groups were excluded by Nephele setting). ns, not significant, *p<0.05, **p<0.01, ***p<0.001, ^#^p<0.0001.

Additionally, when we tested the mice for cytokines and chemokines in the lung infiltrating mononuclear cells and found that there was a significant decrease in the induction of proinflammatory cytokines such as CCL-2, IL-13, IL-1β, IL-4, IL-5, IFN-γ, and TNF-α while noting a significant increase in anti-inflammatory cytokines such as IL-10 in the Ova-res group when compared to the Ova-veh group (**Figure 4C**). When we measured the cytokines in the serum and BALF, we found that TNF-α, IL-13, IL-4, and IL-1β were downregulated in mice treated with Ova+res when compared to the Ova-veh group (**Figures 4D, E** **)**. In contrast, anti-inflammatory cytokines such as IL-10 were increased both in the serum (**Figure 4D**) and BALF (**Figure 4E**) of Ova-res group when compared to Ova-veh group. These data suggested that resveratrol attenuates inflammatory cytokines while increasing the levels of anti-inflammatory cytokines in the lungs of mice with Ova-induced asthma.

#### Effect of Resveratrol on Integrity and Function of Epithelial Cells

To further understand the role of RES on lung epithelial cells, we used murine lung epithelial cell line, MLE-15, to study the effect of RES on the integrity and function of the alveolar epithelial cell layer. Our studies revealed that confluent MLE15 cell exposure to LPS led to the breaking down of epithelial cell barrier integrity as shown by the decrease in transepithelial electrical resistance (TEER) value of MLE-15 cell layer after LPS exposure (**Figure 5A**). However, RES treatment significantly increased the TEER value of MLE-15 cell layer in comparison with LPS+veh group, suggesting that RES could maintain the barrier integrity of the epithelial cell layer (**Figure 5A**). Also, RES treatment significantly inhibited the expression of MyD88 adapter gene in LPS-injured MLE-15 cells, indicating that RES may play an inhibitory role in the induction of the TLR4 signaling pathway triggered by LPS (**Figure 5B**).

**Figure 5:**
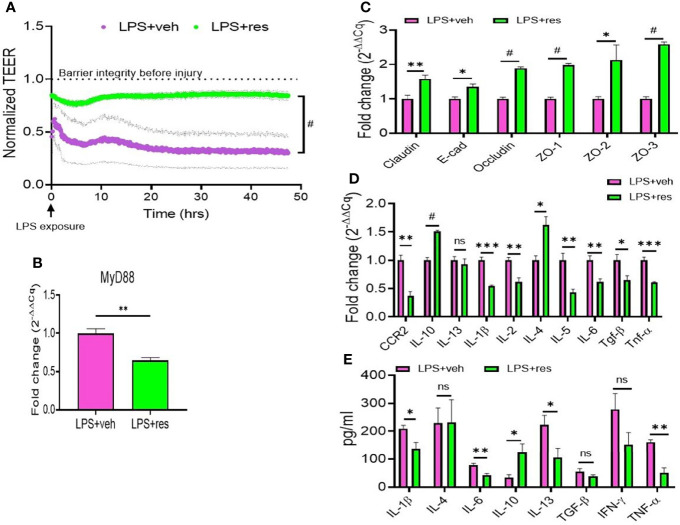
Effect of RES on the integrity and functions of mouse epithelial cells. MLE-15 mouse epithelial cell layer was exposed to LPS and treated with either RES or VEH. **(A)** Transepithelial electrical resistance (TEER) measurement system was used in the analysis of the integrity and permeability of cultured MLE-15 mouse epithelial cell layer exposed to LPS and treated with either RES or VEH. RT-qPCR was used to detect the gene expression in the LPS-treated MLE-15 cells incubated with RES or VEH. The genes studied included: **(B)** MyD88, **(C)** Tight junction proteins (claudin, E-Cad, occuludin, ZO-1, ZO-2 and ZO-3), **(D)** Cytokines and chemokines (CCR2, IL-10, IL-13, IL-1β, IL-2, IL-4, IL-4, IL-6, TGF-β and TNF-α). **(E)** ELISA was used in the measurement of cytokines (IL-1β, IL-4, IL-6, IL-10, IL-13, TGF-β, IFN-γ and TNF-α) in the supernatants of MLE-15 cell cultures in the presence of LPS and RES or VEH **(E)**. ns, not significant, *p<0.05, **p<0.01, ***p<0.001, ^#^p<0.0001.

Because RES could improve epithelial cell integrity and inhibit MyD88 (**Figures 5A, B**), we also examined the effects of RES on the expression of tight junction proteins and inflammatory cytokines in LPS-injured MLE-15 culture cells. Interestingly, we found that RES treatment significantly increased the expression of tight junction proteins such as claudin, E-cadherin (E-cad), occludin, ZO-1, ZO-2, and ZO-3 in LPS-injured MLE-15 cells as compared with the vehicle control cells (**Figure 5C**). In addition, RES treatment decreased the gene expression of pro-inflammatory cytokines including CCR2, IL-13, IL-1β, IL-2, IL-4, IL-5, IL-6, TGF-β, and TNF-α but increased the gene expression of anti-inflammatory IL-10 in LPS-injured MLE-15 cells (**Figure 5D**). ELISA analysis also confirmed that RES treatment decreased the production of pro-inflammatory cytokines such as IL-1β, IL-4, IL-6, IL-13, IFN-γ, and TNF-α while increasing IL-10 in the culture supernatants of LPS-injured MLE-15 cells **(** **Figure 5E** **)**. These results suggested that RES could increase the expression of tight junction proteins, and suppress pro-inflammatory cytokines, and promote anti-inflammatory cytokines following exposure of lung epithelial cells to LPS.

## Discussion

The current study demonstrates that RES can attenuate OVA-induced asthma in an animal model, consistent with previous studies (24–26). To test the effect of RES on asthma, lung functions were assessed using whole-body plethysmography at both the basal levels as well as following challenges with methacholine, as previously described (43, 44). The measurements of these parameters revealed that there was a deviance from normality in lung function in the Ova-veh group, characterized by a loss of general pulmonary functions. According to the output of clinical parameters, the Ova-res group exhibited restored lung function and displayed lung functionality similar to a normal state. This effect was observed with statistically significant improvement of F, MV, sRaw, and dT after RES treatment. For example, the specific airway conductance (sGaw) was significantly improved in Ova-res group when compared with Ova-veh group. Moreover, the parameters of specific airway resistance (sRaw) and delay time (dT) of moving the air between thoracic and nasal cavities were significantly improved in Ova-res group as compared with Ova-veh group when the animals were challenged with Mch. A reduction in sRaw in models of asthma, has often been used to indicate disease mitigation in response to drug treatment (44–47). The parameters of time to inhale (Ti) and time to exhale (Te) also decreased significantly in Ova-res group when compared to the Ova-veh group. These collective results showed that in an OVA-induced mouse model of asthma, RES attenuated the pathology associated with asthma and restored the normal lung functions.

OVA is well established to trigger Th2 cells producing IL-4, IL-5, and IL-13. Additionally, the epithelial cells can also produce many cytokines such as IL-1 IL-33, and TGF-β. The epithelial cells subsequently stimulate dendritic cells to produce a wide array of cytokines such as IL-1α, IL-1β, IL-6, IL-7, IL-12, IL-15, IL-18, TNF-α, TGF-β (48). Thus, asthma may involve a large number of proinflammatory cytokines and chemokines. In the current study, we noted that RES treatment was able to suppress several of the inflammatory cytokines both in the serum and the BALF as well as those produced by the isolated mononuclear cells from mouse lungs. In the current study, we also noted that RES caused significant induction of IL-10 which is produced by the regulatory T cells (Tregs) that play a crucial role in controlling asthma (49).

Previous studies have shown that exposure to airway irritants reduced the expression of tight junction molecules such as occludin and claudin within the bronchial epithelium, resulting in a lack of barrier integrity (50–52). Furthermore, the release of pro-inflammatory molecules during an asthmatic incident was found to disrupt tight junctions (48). Thus, we assessed mRNA levels of tight junction molecules and found that major components of epithelial tight junctions (claudin, cadherin, occludin, and ZO-1) were significantly higher in the Ova-res group when compared to the Ova-veh group. This finding suggested that RES may improve airway barrier integrity through the promotion of tight junction molecule expression, ultimately alleviating symptoms of asthma.

The role of the microbiota in the regulation of inflammation was highlighted by the proposed “hygiene hypothesis,” which suggested that the decreasing incidence of infections in western countries may play a role in increasing the incidence of both autoimmune and allergic diseases (53). The incidence of asthma, along with other atopic diseases, has increased over recent decades and was thought to be, at least partially, linked to reduced exposure to microbial agents during development (54). Several extrinsic factors experienced in early life, such as maternal administration of antibiotics during pregnancy, maternal exposure to pets, delivery by caesarian section, and feeding with infant formula are suggested to have lasting effects on the gut microbial constituents and were associated with the development of asthmatic symptoms (55). To further understand the role of microbiota in the underlying mechanisms through which RES alleviates asthma, the effect of RES on lung microbiota was investigated in the current study. Our analysis discovered that RES significantly increased the abundance of the phylum Verrucomicrobia and species *Akkermansia muciniphilia* in lung microbiota. *Akkermansia muciniphilia* is a gram negative, mucus-degrading bacterium that was considered beneficial when found at appropriate levels and has been implicated in a variety of inflammatory disorders (56). The increased colonization of *Akkermansia muciniphilia* within the gut epithelium mucosal layer was shown to combat metabolic diseases (57–59). The severity of asthma has been shown to negatively correlate with the levels of fecal *Akkermansia muciniphila* (60). Also, the administration of *Akkermansia muciniphila* into mice has been shown to attenuate airway hyper-reactivity and airway inflammation (60). The observed increase in *Akkermansia muciniphila* within the lung microbiome of the Ova-res group, when compared to Ova-veh, suggested that RES could promote the growth of this potentially beneficial microorganism, which in turn, enhances mucous degradation and clearing of excess mucus, which was possibly responsible for the alleviation of asthma. In this context, inoculation of commensal *Escherichia coli* species was shown to attenuate OVA-induced airway inflammation in mice (61). We also noted in the current study using immunofluorescent staining that the production of epithelial MUC5ac protein was significantly increased in the lungs of OVA-veh-challenged mice when compared to the naïve mice, while RES was able to significantly decrease MUC5ac expression. The important relationship between lung microbiota and epithelial cell tight junction molecules highlighted the importance of our findings, indicating that RES treatment improved tight junctions, thereby interfering with exposure of sub-epithelial layer to microbial antigens.

RES also significantly modulated gut microbiota in OVA-treated mice. Specifically, RES significantly increased the abundance of the phylum Bacteroidetes, order Bacteroidales and species *Bacteroides acidifaciens.* Previous studies showed that a maternal diet rich in fibers indigestible to the host significantly increased the abundance of probiotic organisms, namely *Bacteroides acidifaciens*, which fermented fibers and produced SCFAs. SCFAs have been shown to induce the expression of transcription factor Foxp3 in T lymphocytes, leading to the induction of Tregs which in turn can drive the immune response towards tolerance and attenuate asthma (62, 63). Mechanistically, SCFAs induce Tregs by inhibiting histone deacetylase enzymes (HDACs) near the promoter region of the Treg master transcription factor, Foxp3 gene (64). In the current study, we found that resveratrol caused significant increase in butyrate in the colon of Ova-treated mice. Butyrate is derived from the fermentation non-digestible dietary fiber by commensal bacteria. Several studies have shown that butyrate can suppress asthma (32, 65). The butyrate produced in the large intestine can enter the circulation and mediate anti-inflammatory properties in the lungs (32). Mice fed with butyrate mice were shown to exhibit less severe allergic asthma (66). Thus, it is likely that the increased induction of butyrate by resveratrol in the colon of Ova-treated mice may contribute to attenuation of asthma.

LPS a TLR4 ligand, is the main component of the cell walls of gram-negative bacteria, that is released into the surrounding environment which induces a strong immune response through activation of NF-κB signaling pathway (67). Alveolar epithelial cells play a critical role in lung homeostasis and oxygen exchange. Alveolar epithelial type II (ATII) cells composed of about 5-7% only of the alveolar cell components are responsible for the production of surfactant proteins and some antimicrobial peptides (66, 68, 69). ATII cells are referred to as defenders of alveolus (69). Thus, LPS-induced injury of ATII cells could modulate the production of surfactant proteins and induce inflammatory responses through activation of TLR4 (70–74). LPS also induces the gene dysregulation of different tight junction proteins and thus damages the barrier function (75–77). It has been reported that RES can inhibit TLR4/NF-κB signaling cascade and thus alleviate LPS-mediated acute liver and lung inflammation in rats (78). In the current study, we used the OVA-mediated asthma mouse model to evaluate the effects of RES on the levels of LPS in the BALF and LPS metabolism, associated with gut and lung microbial dysbiosis. Our studies demonstrated that RES decreased the LPS levels in the BALF, and inhibited LPS biosynthesis. Furthermore, our *in vitro* investigation using murine lung epithelial cell line MLE-15 also discovered the role of RES in LPS-mediated alterations in the integrity and function of epithelial cells. Exposing monolayer of alveolar epithelial cells to LPS was enough to trigger barrier dysfunction and RES recovered integrity and functions of the epithelial cell monolayer. Our studies demonstrated that RES inhibited LPS-induced inflammation and maintained the integrity and barrier functions of the epithelial cells. In the current study, we found that LPS levels in the BALF in Ova-res group were significantly decreased, and while this can be explained by the resveratrol directly affecting LPS metabolism, it is also possible that resveratrol may cause changes in bacterial composition leading to decreased levels of LPS. For example, we found that resveratrol-treated mice showed increased levels of *Akkermansia muciniphila*, which are known to decrease intestinal permeability and lower LPS levels in circulation (79).

Flavonoids, which are polyphenolic plant secondary metabolites widely found in vegetables and fruits have been shown to suppress allergic response as well as suppress airway inflammation (80, 81). Polyphenols act through multiple pathways to suppress allergic asthma including suppression of inflammatory cytokines (82, 83), reversal of airway bronchoconstriction and bronchial hyper-reactivity (82, 84), downregulation of NF-κB activity (85), attenuation of oxidative stress (86), and promotion of healthy gut microbiota (87). However, there are no previous studies on polyphenols that have comprehensively investigated a combination of such pathways, including the gut-lung axis, as reported in the current study.

In summary, the current study showed that RES ameliorated the clinical parameters of asthma and promoted recovery to normalcy in the tissue architecture of the lung mucosa. The beneficial effects of RES could be due to the modulation of both lungs and gut microbial species. Particularly, RES promoted the growth of *Akkermansia mucinuphila* in the lungs and *Bacteroides acidifaciens* in the gut of OVA-challenged mice. As a mucous degrader, we believed that the presence of *Akkermansia muciniphila* in the lung tissue was able to improve parameters of lung function through the alleviation of excessive mucous production, as well as by driving epithelial integrity. In the gut, *Bacteroides acidifaciens* outgrowth could help establish an immunotolerant environment through the production of SCFAs, which is known to promote the generation of regulatory T cells (88). Importantly, RES could regulate lung and gut microbiota, and decrease LPS biosynthesis and thus contribute towards attenuation of asthma. This study suggested the use of RES, and perhaps other natural compounds, as potential novel therapeutics for the management of often incurable and costly inflammatory conditions, such as asthma.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo; GSE193246.

## Ethics Statement

The animal study was reviewed and approved by American Association for the Accreditation of Laboratory Animal Care (AAALAC)-accredited animal resource facility at the University of South Carolina, School of Medicine, Columbia, SC.

## Author Contributions

Conceptualization, MN and PN. Methodology, EA and HA. Resources, MN and PN. Experimentation, EA, HA, AM, and JZ. Writing—original draft preparation, EA and HA. Review and editing: PN and MN. Data interpretation, EA, HA, PN, and MN. All authors have read and agreed to the published version of the manuscript.

## Funding

This research was funded by the National Institutes of Health (NIH): P01AT003961, P20GM103641, R01AI129788, R01AI123947, R01AI160896 and R01ES030144.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1
*Effect of resveratrol on physiological asthmatic features in the lungs of OVA-administered mice.* BALB/c mice were initially sensitized to OVA and treated with the Vehicle or RES as described in legend. To study the pulmonary functions, mice were chosen randomly and placed in one of 4 chambers of Buxco instrument. Pulmonary function tests shown include: changes in patterns of specific airway conductance (sGaw), peak of expiratory flow (PEF), time to inhale (Ti) and time to exhale (Te) among naïve, Ova-veh and Ova-res group as baseline response (green arrow), PBS exposure (red arrow) and 25 mg/ml methacholine (Mch) exposure (red arrow) **(A)**. Bar graphs show statistical comparison of sGaw, PEF, time to inhale and Te among naïve, Ova-veh and Ova-res group at the baseline response **(B)** and after challenge with 25 mg/mL methacholine **(C)**. Vertical bars in **(B, C)** represent Mean+/-SEM data from groups of 5 mice.

## Abbreviations

RES, resveratrol; OVA, ova-albumin; BALF, broncheoalveolar lavage fluid; F, frequency; MV, mean volume; sRaw, specific airway resistance; dT, delay time; Tregs, T-regulatory cells; LPS, lipopolysaccharide.

# Supplementary material for: The Ability of Resveratrol to Attenuate Ovalbumin-Mediated Allergic Asthma Is Associated With Changes in Microbiota Involving the Gut-Lung Axis, Enhanced Barrier Function and Decreased Inflammation in the Lungs
**Source:** Front Immunol. 2022 Feb 21;13:805770. doi: 10.3389/fimmu.2022.805770
**Supplement:** Supplementary file 2

**Table 1** Primer sequences for RT-qPCR analysis of tight junction protein and PPAR-γ genes in lung epithelial cells

| **Primer** | **Sequence** |
| --- | --- |
| **E-Cadherin (Forward)** | 5`-CAGGTCTCCTCATGGCTTTGC-3` |
| **E-Cadherin (Reverse)** | 5`-CTTCCGAAAAGAAGGCTGTCC-3` |
| **Claudin-18 (Forward)** | 5`- CCGCCGTGTTCCAGTATGAAG-3` |
| **Claudin-18 (Reverse)** | 5`-CGATCATCAGGGCTCGTACAG-3` |
| **Occludin (Forward)** | 5’-TTGAAAGTCCACCTCCTTACAGA-3’ |
| **Occludin (Reverse)** | 5`-CCGGATAAAAAGAGTACGCTGG-3` |
| **ZO-1 (Forward)** | 5`-GCCGCTAAGAGCACAGCAA-3 |
| **ZO-1 (Reverse)** | 5`-TCCCCACTCTGAAAATGAGGA-3` |
| **PPAR-γ (Forward)** | 5`-TCGCTGATGCACTGCCTATG-3 |
| **PPAR-γ (Reverse)** | 5`-GAGAGGTCCACAGAGCTGATT-3 |
| **GAPDH (Forward)** | 5`-AGGTCGGTGTGAACGGATTTG-3` |
| **GAPDH (Reverse)** | 5`-TGTAGACCATGTAGTTGAGGTCA-3` |

How the deposited data were processed for this re-analysis (not part of the article)

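The bacterial communities of lung tissue (3 naive, 3 Ova-veh and 3 Ova-res mice) and of colon contents (5, 4 and 4 mice) were measured by 16S rRNA amplicon sequencing. The authors prepared 16S libraries, for colon contents over the V3-V4 hypervariable regions, classified the reads into operational taxonomic units on the Nephele platform and deposited, for each tissue, a table of the fraction of each mouse's reads assigned to each taxon. The Nephele pipeline and version, the reference taxonomy, the minimum abundance of a listed taxon and the read numbers are not given in the sources used here, so the depth is unknown and no counting interval is given. The deposited fractions are rounded to 3 decimals. In each table 3 names (Clostridiales, Lachnospiraceae and Ruminococcaceae with no lower rank) appear in 2 rows, which were kept apart as the more and the less abundant row. The pie charts of the paper show reads with no assigned taxon, and the tables used here hold no such row. The tables for lung and colon were tested apart. Samples were grouped by the condition in their labels, and each sample was taken as 1 mouse. The methods state that the groups were kept in isolated cages and do not give the number of mice per cage, so the effects of cage and treatment cannot be told apart, and they describe the OVA injection for each mouse without a separate treatment for naive mice.

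Fractions were multiplied to percent and summed by phylum, order and family. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for exact two-sided permutation tests of the difference between group means, over every split of the mice, with Benjamini-Hochberg adjustment over the phyla, the taxa or the lists of one tissue. Communities were scaled to 100% over the listed taxa and compared by PERMANOVA on Bray-Curtis distances with exact permutation of the group labels. Taxa were tested with limma 3.58.1 in R 4.3.3 on log2(percent + 0.01), with the 3 groups of a tissue in one fit, no trend and no robust step, for taxa with a mean of at least 0.01%, at a Benjamini-Hochberg adjusted p under 0.05. Both the limma and the permutation steps were tested on simulated data first. Plots were drawn with matplotlib 3.10.9.

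The taxa named in the text are those the paper names or labels in Figures 2 and 3, every phylum, and in each tissue the 5 taxa with the largest rise and the 5 with the largest fall by limma in Ova-res against Ova-veh mice among those with a mean of at least 0.1%, with the members of the lists below. The paper's figures had been seen when this rule was set. Fixed with this rule, before the data were examined, were 10 lists of taxa: phyla with and without LPS, mucus-associated taxa, butyrate-associated families and genera, lactic acid and bifidobacterial genera, pathobiont and proteobacterial genera, intestinal anaerobe families, skin, airway and reagent genera, and the phyla of the pie charts. The alternatives, whose effect is given in the closing section, were Aitchison, Jaccard and square-root distances, pseudocounts of 0.001 and 0.1%, a minimum mean of 0.1%, centred log-ratio scaling, a fit of 2 groups, a block by replicate number, the Kruskal-Wallis test at every rank without adjustment (the first step of LEfSe), and leaving out each mouse in turn. For single taxa and communities in the comparisons with naive mice, these alternatives were added after the values were seen. The linear discriminant step of LEfSe was not run, and the qPCR, short-chain fatty acid, cytokine and LPS measurements and the predicted functions were not analysed here.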

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

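Chosen after the results were seen were the tests of rounding, carry-over, swapped labels and loss of DNA, the exact tests of single taxa, the taxa searched for a mouse apart from its group, the comparison of lung with colon, and the alternatives for comparisons with naive mice, other distances between communities included; the test of a shared pool and the community tests on Bray-Curtis distances were set before.

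The paper shows the colon phyla of the 3 groups as pie charts and reports no distinct clustering of the 3 groups; below the phyla, it gives no comparison of Ova-res with naive mice from sequencing. The 3 groups together did not pass here (exact permutation p = 0.234). Taken as a pair, the communities of Ova-res and naive mice did (exact permutation p = 0.0159, and 0.0476 after adjustment over the 3 pairs), but not with Aitchison (exact permutation p = 0.0635) or Jaccard distances (exact permutation p = 0.0873). With square-root abundances the pair passed (exact permutation p = 0.00794, unadjusted). Bacteroides with no species was 2.40 times higher in Ova-res mice (exact permutation p = 0.0159), Bacteroidales with no lower rank 1.54 times (exact permutation p = 0.0238), S24-7 1.26 times (exact permutation p = 0.0476) and Sutterella 2.97 times (exact permutation p = 0.0238). M. schaedleri stood at 0.272 times the naive share (exact permutation p = 0.0159), Lactobacillus at 0.295 times (exact permutation p = 0.0476), Ruminococcus at 0.566 times (exact permutation p = 0.0238) and the more abundant Clostridiales row at 0.747 times (exact permutation p = 0.0397). None of these single taxa passed adjustment over the 32 taxa, where the lowest exact p was 0.152. Bacteroidales with no lower rank kept an exact permutation p of 0.0286 to 0.0357 against naive whichever mouse was left out, though not with centred log-ratio scaling (exact permutation p = 0.0873), and each of the other single taxa lost its unadjusted call without at least 1 mouse. Clostridiaceae, listed at 0 in each naive mouse, was listed at 0.1% in 3 of 4 Ova-veh mice (exact permutation p = 0.0476, adjusted 0.667); this is 1 rounding step, and the table does not resolve a difference. Bacteroidales with no lower rank, a part of the order the paper names, was 2.39 times higher in Ova-res than in Ova-veh mice (exact permutation p = 0.0286, adjusted 0.762).

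In 4 of 77 colon groups searched, 1 mouse stood apart from the others; chance gives about 1 in 20 groups. Clostridiaceae was listed at 0 in 1 Ova-veh mouse and at 0.1% in the others, a gap of 1 rounding step that says nothing about that mouse. The less abundant Clostridiales row held 1.2% in 1 naive mouse and 0.1 to 0.3% in the others, and Erysipelotrichaceae 0.8% in 1 naive mouse and 0.1 to 0.2% in the others. Bacteroidales with no lower rank held 5.6% in 1 Ova-res mouse and 4.6 to 4.7% in the others. Between tissues, the log2 change of Proteobacteria from Ova-veh to Ova-res mice was -0.14 in lung and 0.80 in colon. With labels permuted apart in each tissue, the difference had an exact permutation p of 0.0457, and it did not pass adjustment over 6 phyla (0.274). Lung tissue and gut content were collected from mice of the same groups, and whether a number stands for the same mouse in both tissues is not given in the sources used here; with the labels of same-numbered mice permuted together, the exact permutation p was 0.0286 before adjustment. Leaving out each mouse moved the first p between 0.00429 (without colon Ova-veh replicate 2) and 0.139 (without colon Ova-res replicate 3), and it was over 0.05 in 10 of 14 such settings.

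The lung libraries resembled each other across mice and groups: over the 40 taxa, the lowest Pearson correlation between any pair of mice was 0.991, across taxa, which are not independent replicates. Rounding of shares cannot account for this, because the colon table is rounded alike and its median distance is 4.81 times that of the lung. Reads carried over from the colon libraries alone cannot give it either, since in 6 of 28 shared taxa every lung library lay above every colon library: the test asked for a mean of at least 0.5% in the lung, which 5 of them had (Odoribacter, Ruminococcus, M. schaedleri, Desulfovibrio and Coprococcus), and Clostridiaceae lay below it. One shared pool of DNA read repeatedly may account for it: the SD within groups grew with the mean at a slope of 0.502 on log scales (95% interval 0.358 to 0.665, 20 taxa), as counting the same pool gives, against 0.812 in the colon (0.686 to 0.912, 15 taxa). No negative control or extraction blank was analysed here, so the values do not show whether these reads come from the lung. Mice that truly carry near-identical lung communities would give the same slope; that and a difference between the tissues stay open and were not tested.

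The 4 colon Ova-veh mice spread over 29.8 to 72.6% Bacteroidetes. A swap of labels between Ova-veh and Ova-res mice needs a low Ova-res mouse, and the lowest Ova-res mouse stood at 63.2%, above the Ova-veh mean of 53.5% by more than the Ova-res SD of 4.92. An even loss of Bacteroidetes DNA in some Ova-veh libraries could not be decided: the ratio of Odoribacter to S24-7, both Bacteroidetes, spanned 9.87-fold among Ova-veh mice against 3.53-fold among naive mice, and it also spanned 6.88-fold among Ova-res mice. A response to OVA that differs between mice, and effects of cage, stay open and were not tested.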

How the results depend on the processing

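Chosen after the data were seen were the settings that replace an order by its row with no lower rank, and all alternatives for single taxa and communities in comparisons with naive mice and for single colon taxa by exact tests, and those for lung against colon; the others were set before. Of 547 values of the main results under alternatives, 184 could not change their side of the threshold, because the exact test cannot go below 0.05 there (all pairs of lung groups and all blocked tests) or because the filter removes no taxon. Of the other 363, 314 kept their direction and their side, as did 329 of 404 such values of single named taxa. Several calls against naive mice in the colon were lost when single mice were left out. Leaving out each mouse moved the exact permutation p of Ova-res against naive between 0.0179 and 0.0571 for the community and Bacteroidetes, 0.0179 and 0.0714 for Firmicutes, and 0.0179 and 0.0536 for Deferribacteres, and that of B. acidifaciens in Ova-veh against naive between 0.0286 and 0.125. Fewer mice raise the smallest possible p, to 0.0286 with 4 against 4. The community call was also lost with Aitchison (exact permutation p = 0.0635) and Jaccard distances (exact permutation p = 0.0873), that of Bacteroidetes with centred log-ratio scaling (exact permutation p = 0.468), and that of B. acidifaciens by the Kruskal-Wallis test (0.0500). With square-root abundances the community call was kept (exact permutation p = 0.00794). Replicate numbers were not taken to pair the mice, because not every same-numbered pair deviated together. In the lung, 3 of 9 such pairs correlated over 0.1 (-0.83 to 0.48, median -0.23, against 0.13 for other numbers). In the colon, 9 of 12 pairs did (-0.24 to 0.48, median 0.25, against -0.072). Each mouse was also compared with each other group that held its number. Its own number correlated best in 6 of 18 such comparisons in the lung, as chance gives. In the colon it did in 11 of 24, where chance gives 5.6, a hint of pairing that the sources used here do not explain. These comparisons are not independent, because a mouse enters several of them. With a replicate block, limma called 0 taxa in each of the 6 comparisons; the blocked exact test of 4 pairs cannot go below 0.125, its value for the 3 phyla against naive, and gave 0.25 for B. acidifaciens in Ova-veh against naive. Other results moved the other way. The exact permutation p of the 3 lung groups ran from 0.00714 (without Ova-veh replicate 1) to 0.368, and that of B. acidifaciens in Ova-res against Ova-veh from 0.0286 (without Ova-veh replicate 3) to 0.0857. The limma count ran from 0 to 2 in the lung for Ova-res against Ova-veh and against naive (2 without Ova-res replicate 3), and from 0 to 1 in the colon for Ova-res against Ova-veh (Sutterella, without Ova-veh replicate 1) and Ova-veh against naive (Clostridiaceae, without Ova-veh replicate 2, a difference of 1 rounding step). The Kruskal-Wallis test without adjustment called 5, 6 and 5 of 81 lung taxa and 1, 7 and 20 of 61 colon taxa (Ova-res against Ova-veh, Ova-veh against naive, Ova-res against naive), with bacteria of no lower rank summed into their taxon. Its large-sample p beside the exact one was 0.0463 for Verrucomicrobia and A. muciniphila, 0.0339 for Verrucomicrobia in Ova-veh against naive, and 0.0294 for B. acidifaciens. The row with no lower rank gave 0.0495 by that test for lung Clostridiales, and for colon Bacteroidales 0.0202 by that test and 0.0286 by the exact permutation test. Lung Shannon diversity, 2.59 in both OVA groups (exact permutation p = 1), changed sign by the Simpson index (exact permutation p = 0.6) and when mice were left out (exact permutation p between 0.2 and 1, without Ova-veh replicate 1 and Ova-res replicate 1), as did the colon lactic acid list (0.4 to 1, without Ova-veh replicate 1). The log2 change of lung Peptostreptococcaceae ranged from -0.094 (without Ova-veh replicate 1) to 0.65, and of colon M. schaedleri from -2.34 to 0.028 (without Ova-res replicate 2). Apart from the smallest possible p, the cause was not tested. The setting with no filter is void, because the 0.01% minimum removes no taxon, and the alternatives for count tables do not apply. With depth unknown, shares below the 0.1% step carry no order.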

Differences from the paper's values

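Chosen after the values were seen were the row of Clostridiales and of Bacteroidales with no lower rank and the alternatives for comparisons with naive mice; the other tests were set before. For A. muciniphila in the lung, the paper's value is at least 2 times higher in Ova-res mice, and the shares gave 1.24 times against Ova-veh and 1.10 times against naive mice. None of the alternatives set before the data were examined came within the paper's value: they ran from 1.18 to 1.30 times against Ova-veh mice. The same alternatives against naive mice, chosen after the values were seen, ran from 1.04 to 1.14 times. The direction is the paper's in both.

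The paper shows distinct lung groups in a principal coordinate plot. It names no distance or test for that plot, so the values here may rest on another measure. On Bray-Curtis distances over the listed taxa, the exact permutation test gave p = 0.125 for the 3 groups. It passed without Ova-veh replicate 1 (exact permutation p = 0.00714). Without any other single mouse it did not pass (exact permutation p between 0.0786 and 0.368). Nor did it with Aitchison, Jaccard or square-root distances (exact permutation p = 0.186, 0.239 and 0.15). The paper gives Verrucomicrobia and A. muciniphila as increased by RES in the lung; the direction holds in each mouse against Ova-veh (exact permutation p = 0.1), and the Kruskal-Wallis test calls it (large-sample p = 0.0463), as does limma for A. muciniphila when adjusted over the mucus list alone (adjusted p = 0.0461) or without adjustment (limma p = 0.0115). The mucus list holds the species that the paper names from these mice, so it is not independent evidence. Adjusted over all listed lung taxa, limma did not call A. muciniphila. Figure 2C marks Clostridiales and Dehalobacterium for Ova-res and Odoribacter for Ova-veh. The means lay in those directions (exact permutation p = 0.4, 0.3 and 0.3). No setting run called Dehalobacterium or Odoribacter, and for Clostridiales the more abundant row with no lower rank, chosen after seeing the values, passed the Kruskal-Wallis test (0.0495). The paper shows no distinct colon groups, and the 3 groups did not pass here (exact permutation p = 0.234), while Ova-res against naive mice did (exact permutation p = 0.0159, adjusted 0.0476, and 0.0635 unadjusted with Aitchison distances). The paper gives Bacteroidetes as increased and Firmicutes as decreased by RES in the colon. The means lay that way against Ova-veh (exact permutation p = 0.314 for each). Against naive mice both passed (adjusted exact permutation p = 0.0476 for each, over 0.05 without most single mice). These phyla hold nearly all colon reads, so both calls largely reflect one shift. The naive group is not the vehicle control of RES. Ova-res mice also differ from it by OVA challenge and gavage, so this comparison does not isolate RES. The paper gives Bacteroidales as increased over Ova-veh. The order gave p = 0.314 by the exact permutation test. Its row with no lower rank, chosen after seeing the values, gave p = 0.0286 by the exact permutation test. By qPCR, which was not analysed here, the paper gives B. acidifaciens in the colon as increased over naive mice. The mean shares lay the other way, at 1.95% in Ova-res and 2.20% in naive mice (exact permutation p = 0.627). The paper gives B. acidifaciens as increased over Ova-veh; the exact permutation test gave p = 0.0571, it passed without Ova-veh replicate 3 (exact permutation p = 0.0286), and the Kruskal-Wallis test (large-sample p = 0.0294) and limma without adjustment (p = 0.0360) call it.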

Other observations

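Chosen after the results were seen were the counts of other splits for limma; those for the Kruskal-Wallis test and the lists of taxa were set before. Of 21 families of intestinal anaerobes, 14 were listed in the lung and held 71.5% of reads in Ova-veh and 70.6% in Ova-res mice (exact permutation p = 0.3), and 14 were listed in the colon with 69.6% and 76.6% (exact permutation p = 0.4). Of 23 genera of skin, airways and reagents, 1 was listed in either tissue, Prevotella, with 2.43% and 2.57% in lung (exact permutation p = 0.4) and 7% and 9.4% in colon (exact permutation p = 0.4). Genera outside this list were not counted, so it does not cover every possible source. Haererehalobacter salaria, which is not on it, held 0.3 to 0.5% of reads in the lung mice and was not listed in the colon. Butyrate-associated genera (Anaerostipes, Coprococcus, Oscillospira and Odoribacter) held 16.2% of lung reads in Ova-veh and 15.4% in Ova-res mice (exact permutation p = 0.1, the smallest possible), and in the colon, where Anaerostipes is not listed, 10.7% and 7.38% (exact permutation p = 0.286). Butyrate-associated families held 34.1% and 33.4% in lung (exact permutation p = 0.6) and 20.2% and 12.6% in colon (exact permutation p = 0.286).

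Phyla that bear LPS held 45.8% of lung reads in Ova-veh and 44.3% in Ova-res mice (exact permutation p = 0.4), and 54.5% and 70.0% of colon reads (exact permutation p = 0.314). Phyla without LPS held 50.2% and 51.4% in lung (exact permutation p = 0.4) and 43.2% and 27.5% in colon (exact permutation p = 0.314). Mucus-associated taxa held 6.47% and 6.73% in lung (exact permutation p = 0.4) and 5.38% and 7.40% in colon (exact permutation p = 0.371). Lactobacillus, the one listed member of the lactic acid list, held 0.533% and 0.433% in lung (exact permutation p = 0.7) and 0.6% and 0.425% in colon (exact permutation p = 0.657). Pathobiont and proteobacterial genera held 2.03% and 1.87% in lung (exact permutation p = 0.5) and 0.475% and 0.725% in colon (exact permutation p = 0.229). The phyla of the pie charts held 96.7% and 96.5% in lung (exact permutation p = 0.7) and 98.1% and 98.6% in colon (exact permutation p = 0.457). No list passed in either tissue, and apart from A. muciniphila in the lung mucus list, no member passed limma when adjusted over the list alone. Shannon diversity in the colon was 2.16 in Ova-res and 2.12 in Ova-veh mice (exact permutation p = 0.571).

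In the comparisons with naive mice, limma called 0 taxa at an adjusted p under 0.05. At an unadjusted p under 0.05 it called 1 in the lung for Ova-veh (under the alternatives, 0 without naive replicate 3 to 5 without Ova-veh replicate 1) and 2 for Ova-res (1 to 3). In the colon it called 2 for Ova-veh (1 with a minimum mean of 0.1% to 6 without Ova-veh replicate 1) and 0 for Ova-res, against 5 with only the 2 groups compared, 3 with a replicate block, 3 with a pseudocount of 0.1% and up to 4 without a mouse (without Ova-res replicate 1 or 3). For Ova-res against Ova-veh, the unadjusted count of 3 in each tissue ran from 1 to 6 in the lung and from 1 to 7 in the colon, highest in both without Ova-veh replicate 1.

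Splits of the same mice, with the real one among those counted, were fitted in the same way. At an adjusted p, the real count was 0 in each comparison, which every split meets (all 10 in each lung comparison, all 35 for colon Ova-res and Ova-veh, and all 100 drawn in each colon comparison with naive mice), so these splits say nothing about chance; the highest other was 1 in each lung comparison and 2, 5 and 2 in the colon. At an unadjusted p, the lung counts of 3, 1 and 2 (Ova-res against Ova-veh, Ova-veh against naive, Ova-res against naive) were met by 5, 8 and 2 of 10 splits (highest other 5, 5 and 2), which are too few for a share under 0.05. In the colon, the count of 3 for Ova-res against Ova-veh was met by 10 of 35 splits (highest other 10) and that of 2 for Ova-veh against naive by 36 of 100 (highest other 11), so chance cannot be excluded for either, and the 0 for Ova-res against naive is again met by all 100 (highest other 3). By the Kruskal-Wallis test without adjustment, the lung count of 5 for Ova-res against Ova-veh was met by 4 of 10 splits (highest other 10), again too few. The colon count of 1 was met by 22 of 35 splits (highest other 17), so chance cannot be excluded. Some colon splits thus gave several times the real count; whether a structure of these mice other than the groups, or taxa that move together and ranks that hold one another, gave this was not tested.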
